# A mammalian pseudogene lncRNA at the interface of inflammation and anti-inflammatory therapeutics

**DOI:** 10.7554/eLife.00762

**Published:** 2013-07-23

**Authors:** Nicole A Rapicavoli, Kun Qu, Jiajing Zhang, Megan Mikhail, Remi-Martin Laberge, Howard Y Chang

**Keywords:** noncoding RNA, NF-κB, genomics, Mouse

## Abstract

Pseudogenes are thought to be inactive gene sequences, but recent evidence of extensive pseudogene transcription raised the question of potential function. Here we discover and characterize the sets of mouse lncRNAs induced by inflammatory signaling via TNFα. TNFα regulates hundreds of lncRNAs, including 54 pseudogene lncRNAs, several of which show exquisitely selective expression in response to specific cytokines and microbial components in a NF-κB-dependent manner. Lethe, a pseudogene lncRNA, is selectively induced by proinflammatory cytokines via NF-κB or glucocorticoid receptor agonist, and functions in negative feedback signaling to NF-κB. Lethe interacts with NF-κB subunit RelA to inhibit RelA DNA binding and target gene activation. Lethe level decreases with organismal age, a physiological state associated with increased NF-κB activity. These findings suggest that expression of pseudogenes lncRNAs are actively regulated and constitute functional regulators of inflammatory signaling.

**DOI:** http://dx.doi.org/10.7554/eLife.00762.001

## eLife digest

The simplest account of gene expression is that DNA is transcribed into messenger RNA, which is then translated into a protein. However, not all genes encode proteins; for some it is the RNA molecule itself that is the end product. Many of these ‘non-coding RNAs’ are thought to be involved in regulating the expression of other genes, but their exact functions are unknown.

Pseudogenes are genes that have lost their protein-coding abilities as a result of mutations they have accumulated mutations over the course of evolution. They were previously referred to as ‘junk DNA’ or ‘dead genes’ because they were thought to be completely non-functional, lacking even the ability to encode RNA. However, recent work has shown that pseudogenes are in fact transcribed into long non-coding RNAs, and these are now the focus of much research.

Here, Rapicavoli et al. report that certain pseudogenes and long non-coding RNAs are involved in regulating the immune response. Specific and distinct pseudogene-derived long RNAs are made when cells are exposed to different kinds of infections. Immune cells such as macrophages and lymphocytes produce a protein called tumor necrosis factor alpha (TNFα), which is involved in triggering fever and inflammation. TNFα exerts these effects by binding to and activating a transcription factor called NF-κB, which then moves to the nucleus and binds to DNA, regulating the expression of genes that encode immune proteins.

Rapicavoli et al. found that the production of a long non-coding RNA called Lethe (after the ‘river of forgetfulness’ in Greek mythology) increases when TNFα activates NF-κB. Surprisingly, however, Lethe then binds to NF-κB and prevents it from interacting with DNA, thereby reducing the production of various inflammatory proteins.

This is the first time that a pseudogene has been shown to have an active role in regulating signaling pathways involved in inflammation, and raises the possibility that other pseudogenes may also influence distinct feedback loops and signaling networks. It suggests that many novel functions for pseudogenes and long non-coding RNAs remain to be discovered.

**DOI:** http://dx.doi.org/10.7554/eLife.00762.002

## Introduction

Large scale transcriptome analyses has revealed that three quarters of the human genome may be expressed (Djebali et al., 2012), much of it as noncoding RNA (ncRNA). Over the past several years, the literature describing the functions of long noncoding RNA (lncRNA) has exploded with detailed reports demonstrating that lncRNA can regulate neural development (Feng et al., 2006; Bond et al., 2009; Rapicavoli et al., 2010; Rapicavoli et al., 2011), differentiation (Dinger et al., 2008; Guttman et al., 2009; Loewer et al., 2010; Guttman et al., 2011), epigenetic marks on chromatin (Rinn et al., 2007; Tsai et al., 2010; Wang et al., 2011) and transcription factor signaling (Willingham et al., 2005; Kino et al., 2010; Gomez et al., 2013). In addition, the human genome was found to contain over 11,000 pseudogenes, of which 833 were expressed and associated with active chromatin (The ENCODE Project Consortium, 2012). Pseudogenes have traditionally been defined as ancestral copies of protein coding genes that arise from a gene duplication event or by a retrotransposition event that is followed by subsequent accumulation of mutations that render the pseudogene transcriptionally inactive. More recent studies have revealed that many pseudogenes are expressed as lncRNAs and can have a role in gene silencing (Duret et al., 2006), and cancer (Poliseno et al., 2010; Kalyana-Sundaram et al., 2012).

The pro-inflammatory cytokine TNFα acts through the transcription factor NF-κB to play a key role in innate and adaptive immunity, inflammation, apoptosis, and aging. Dysregulation of NF-κB plays an important role in the pathophysiology of inflammatory disease, when proinflammatory cytokines drive NF-κB activation, which in turn drives production of proinflammatory cytokines. The NF-κB family is composed five proteins in mammals: RelA (p65), RelB, c-Rel, p50 (NF-κB1), and p52 (NF-κB2). NF-κB family members form dimers, either as heterodimers or homodimers, which can act to positively or negatively regulate target gene expression. Under normal conditions NF-κB dimers are sequestered in the cytoplasm by binding to IκB proteins. Activation by binding of ligand to a receptor on the cell surface leads to a signaling cascade which leads to phosphorylation, rapid ubiquitination, and degradation of the IκB proteins. This reveals a nuclear localization sequence on NF-κB. NF-κB is then translocated to the nucleus where it binds DNA to activate or repress transcription. Importantly, only Rel family members (RelA, RelB, and c-Rel) can activate transcription. p50 and p52 can form heterodimers with RelA family members to activate transcription, or alternatively form homodimers to compete for NF-κB binding sites reviewed in Hayden and Ghosh (2012).

Here, we use paired-end directional sequencing to identify the effects of TNFα stimulation on the entire transcriptome of mouse embryonic fibroblast (MEF) cells. TNFα regulates the transcription of 3596 protein coding genes, 48 annotated lncRNAs, 54 pseudogene lncRNAs, and 64 de novo lncRNAs. We validate a subset of these lncRNAs, and classify them by response to various microbial components and proinflammatory cytokines, dependence on RelA and subcellular localization. We identify an lncRNA pseudogene, Lethe (named after the mythological river of forgetfulness, for its role in negative feedback), which is expressed in response to proinflammatory cytokines TNFα and IL-1β, and the anti-inflammatory agent, dexamthasone, but is not responsive to microbial components, and is primarily found on the chromatin. Lethe is regulated by RelA, independent of pseudogene family members and proximal genes. Additionally, Lethe is dramatically downregulated in aged spleen. Finally, Lethe binds directly to RelA to inhibit NF-κB DNA binding activity. These findings suggest that Lethe may function as a novel negative regulator of NF-κB, to help fine tune the inflammatory response.

## Results

### Identification of lncRNA that are regulated by TNFα

We hypothesized that NF-κB regulates the expression of lncRNAs just as it regulates the expression of coding genes and microRNAs (Boldin and Baltimore, 2012). To determine whether NF-κB regulates the expression of lncRNAs, we performed paired-end directional RNA-seq on wildtype (WT) MEFs before treatment and after treatment for 1.5, 6 and 24 hr with 20 ng/ml of TNFα. 

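MEFs are fibroblasts grown from mouse embryos, and TNFα is a cytokine that activates NF-κB. The paper lists 1 library for each of the 4 conditions, and the values were treated as having no replicate. The paper's numbers of mapped reads were 23663482 in the untreated library, 24338350 at 1.5 hr, 32304139 at 6 hr and 30025772 at 24 hr. The authors computed RPKM for RefSeq transcripts with their own script, and the deposited table lists 27794 entries, of which 25684 have an NM_ identifier (protein coding) and 2110 an NR_ identifier (noncoding). Each library has 2 columns, R1 and R2, and the paper's text does not say which reads each of them holds, so they were not used as replicates. Within a library, the Pearson correlation of the 2 columns across transcripts was between 0.990 and 0.992 on the log2(value + 1) scale. Their mean was used as the value of the library. The deposited values were a median of 85.6 times the RPKM of Supplementary file 1C, which lists coding transcripts, over 5167 values. All values were divided by this factor, so that an RPKM of 1 is near the paper's scale for coding transcripts. The factor was not set on ncRNAs, and it may not hold for them. Of 216 matched ncRNAs that the paper lists, 131 had an average RPKM above 1 on the resulting scale. On that scale, 8504 entries were above an RPKM of 1 in the untreated library, 10052 at 1.5 hr, 6608 at 6 hr and 8962 at 24 hr. The summed values were 1.19 times the untreated sum at 1.5 hr, 0.563 times at 6 hr and 0.964 times at 24 hr. The table gives no reads, so the depth behind each transcript is unknown and no interval is given, except for the reads of Lethe that the paper lists.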

On average, more than 20 million reads were mapped to the mouse genome (mm9 assembly) for each treatment condition (Supplementary file 1A). First, reads were mapped to the mouse mm9 reference genome using TopHat (Trapnell et al., 2009). Using an in-house generated script, RefSeq and Ensemble annotated transcripts’ expression in the form of RPKM (reads per kilobase of exon model per million) were obtained and those transcripts with at least a twofold change in expression and an average RPKM > 1, were defined as significant. Reference based de novo transcriptome assembly of mapped reads was performed using two methods. Raw reads were mapped using TopHat and de novo transcriptome assembly of mapped reads was performed using, Cufflinks (Trapnell et al., 2010) and Scripture (Guttman et al., 2010) in parallel. RefSeq and Ensemble annotated transcripts were downloaded from UCSC table browser, and these annotated transcripts were filtered out from Scripture and Cufflinks-assembled transcriptomes to yield about 1500 novel de novo isoforms that are expressed at an RPKM > 1. 

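H3K4me3 is a histone mark found at active promoters, and it was profiled by ChIP-seq in untreated MEFs with 1 library and 1 input library. The authors mapped the reads to mm9 with Bowtie and called peaks with MACS. The deposited list holds 11157 peaks with a median length of 3187 bp, which cover 39.5 Mb in all. The peaks held between 42 and 7627 tags, with a median of 1049. Their lowest fold enrichment was 20 and their highest FDR 4.61%. Of the 6149 protein coding genes with an untreated RPKM above 1, 5387 (87.6%) had a peak within 1 kb of the annotated start. Of the 4263 coding genes listed at 0 in the untreated library, 77 (1.81%) had one.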

Because many isoforms mapped to a single locus, we further filtered the list of novel transcripts by applying promoter regions as defined by H3K4me3 via chromatin immunoprecipitation sequencing (ChIP-Seq), which yielded 184 novel loci. To further refine the candidate transcripts, we extracted the raw reads that mapped to those 184 loci, processed a de novo transcript assembly through Trinity (Grabherr et al., 2011) and determined the Coding Potential Calculator (CPC) score of each transcript (Kong et al., 2007) to identify 64 novel de novo lncRNAs (Figure 1A, Supplementary file 1B).

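The spans that Supplementary file 1B gives for the 64 de novo lncRNAs were compared with the deposited H3K4me3 peaks. At least 1 bp of a peak lay in 36 of the spans (56.2%). In 1000 random placements of the same spans on the same chromosomes, a mean of 2.16 spans and at most 7 overlapped a peak. The paper chose these loci for their H3K4me3 promoters, so an excess over random placements follows from that choice and is no independent evidence. The count changed most when each span was extended by 1 kb on both sides, which gave 52. The strand is not listed, so either end of a span can be the promoter.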

**Figure 1.**
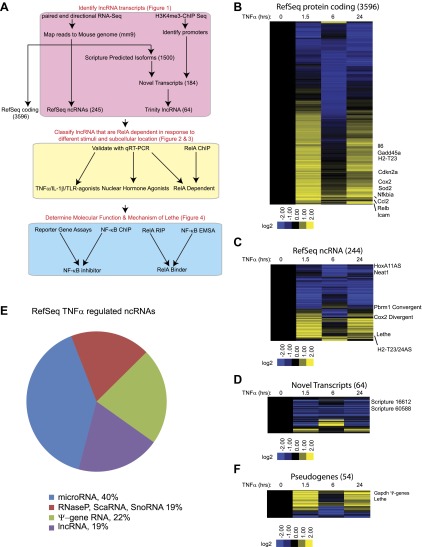
TNFα regulates the transcription of many coding and noncoding genes. (**A**) Workflow for strategy for discovery of NF-κB regulated lncRNAs. (**B**) 3596 RefSeq protein coding genes are regulated by TNFα. Values are normalized to the 0 hr time point. (**C**) 244 RefSeq ncRNAs are regulated by TNFα. (**D**) 64 de novo lncRNAs are regulated by TNFα. (**E**) The fraction of all RefSeq ncRNAs for each class of transcript. (**F**) 54 pseudogene lncRNAs are regulated by TNFα. **DOI:** http://dx.doi.org/10.7554/eLife.00762.003

**Figure 1—Figure supplement 1.**
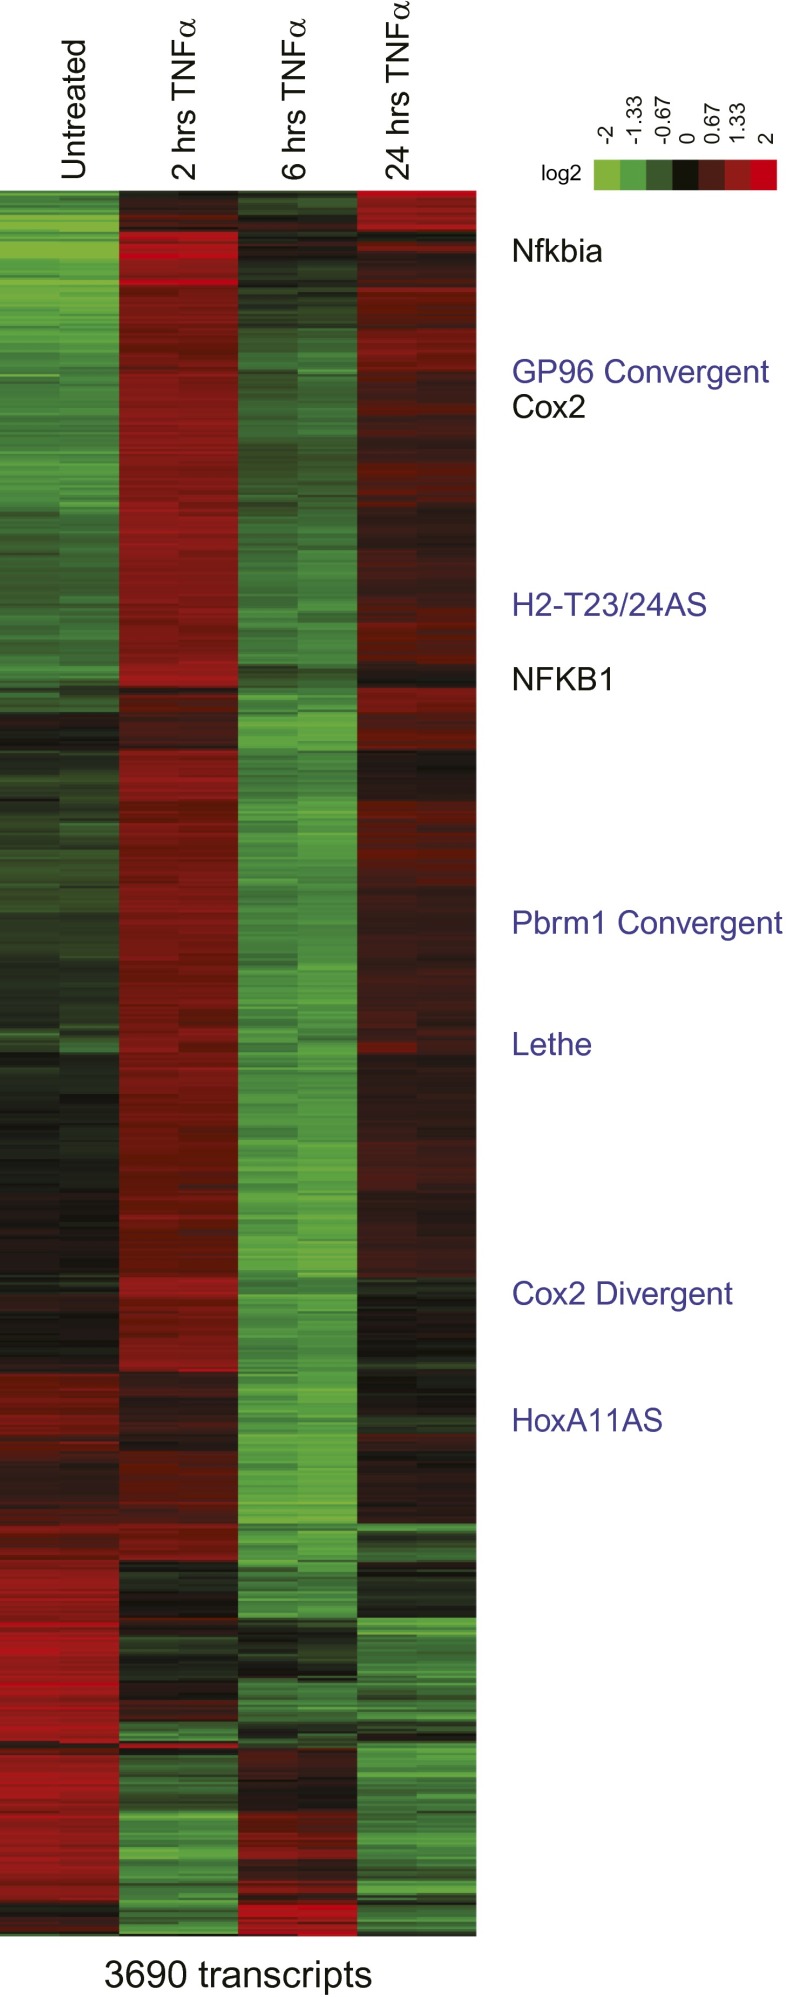
Heatmap of RefSeq genes. Mean centered heatmap of RefSeq protein coding genes and RefSeq lncRNAs. **DOI:** http://dx.doi.org/10.7554/eLife.00762.004

In this way, 3596 protein coding transcripts, 244 ncRNAs and 64 de novo lncRNAs were detected in these experiments. 

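Among transcripts with an average RPKM above 1 over the 4 libraries, 8535 coding transcripts and 368 ncRNAs were compared with the untreated library. At least a 2-fold change at 1 or more times was found for 5768 coding transcripts from 4517 genes and for 264 ncRNAs. Of the coding transcripts, 2628 were at least 2-fold higher and 3255 at least 2-fold lower at some time, with some in both groups. These counts use the deposited scaling and no pseudocount. The balance of the 2 groups depended on the scaling: 2249 were higher and 1461 lower after scaling to the sum of the deposited values, and 2103 and 1542 with a median of ratios over coding transcripts. It was nearly even with a median of ratios over all transcripts, 1749 and 1778, and with a trimmed mean of log ratios, 1745 and 1784. As a ratio, a 3-fold threshold moved the number of changed coding transcripts most, to 1832, while leaving out the filter on RPKM gave the largest difference in number, with 16401 coding transcripts and 1449 ncRNAs changed. The 6 hr library accounted for much of the lower group, and without it 3758 coding transcripts were changed and 1191 were lower. Without the 1.5 hr library, 1468 coding transcripts were higher. With 1 transcript per gene, the 2 largest rises at 1.5 hr were those of Cxcl10 (log2 ratio 6.64) and Ccl2 (6.60), at 6 hr those of Ccl5 (5.57) and Saa3 (5.30), and at 24 hr those of Saa3 (7.78) and Ccl2 (6.17). The 2 largest falls at 1.5 hr were those of Muc6 (-3.77) and Rtl1 (-3.60), at 6 hr those of Eln (-3.37) and Podn (-3.33), and at 24 hr those of Eln (-4.83) and Muc6 (-4.28).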

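For the 6 NF-κB target genes Gadd45b, Sod2, Nfkbia, Relb, Cdkn2a and Il6, the median log2 ratio to the untreated library at 1.5 hr was 2.58. It lay above all of 10000 random lists of 6 coding genes matched on mean expression, whose medians had a median of 0.36 and a 95th percentile of 1.18. The paper names these genes as induced in these same libraries, so the random lists describe the libraries and are no independent evidence of a rise. The log2 ratio at 1.5 hr was 1.83 for Gadd45b, 2.84 for Sod2, 4.50 for Nfkbia, 2.32 for Relb and 2.28 for Cdkn2a. Nfkbia rose from an RPKM of 3.73 to 84.2. Il6 was listed at 0 in the R1 column of the untreated library and reached an RPKM of 0.186 at 1.5 hr. Without Il6, the median of the other 5 genes was 2.32. A pseudocount of 1 RPKM moved the median of the 6 genes most, to 1.76.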

Many RefSeq protein coding genes that had been shown to be regulated by NF-κB were induced by TNFα including *Gadd45b, Sod2, Nfkbia, Relb, Cdkn2a,* and *Il6*. Additionally, the RNA-seq data showed the expected oscillatory gene expression pattern of NF-κB dependent gene expression, and notably the dynamic range by RNA-seq is greater than previously observed with microarrays (Kawahara et al., 2011). 

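Of the changed coding transcripts, 82.5% had a lower RPKM at 6 hr than at both 1.5 hr and 24 hr, where a random order of these 3 values would give 33.3%. The share was 82.4% among all coding transcripts that passed the filter, so the changed transcripts showed no excess over these. The highest RPKM fell at 1.5 hr for 3388 of them (58.7%), in the untreated library for 1990 (34.5%), at 24 hr for 286 (4.96%) and at 6 hr for 104 (1.80%). The libraries also differed as a whole. Across all coding transcripts that passed the filter, the median log2 ratio to the untreated library was 0.43 at 1.5 hr, -0.74 at 6 hr and 0.09 at 24 hr. When the libraries were scaled to a common median of ratios, the share with the lower value at 6 hr changed most, to 39.8%, and a median of ratios over coding transcripts alone gave 49.5%.

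**Figure D1:**
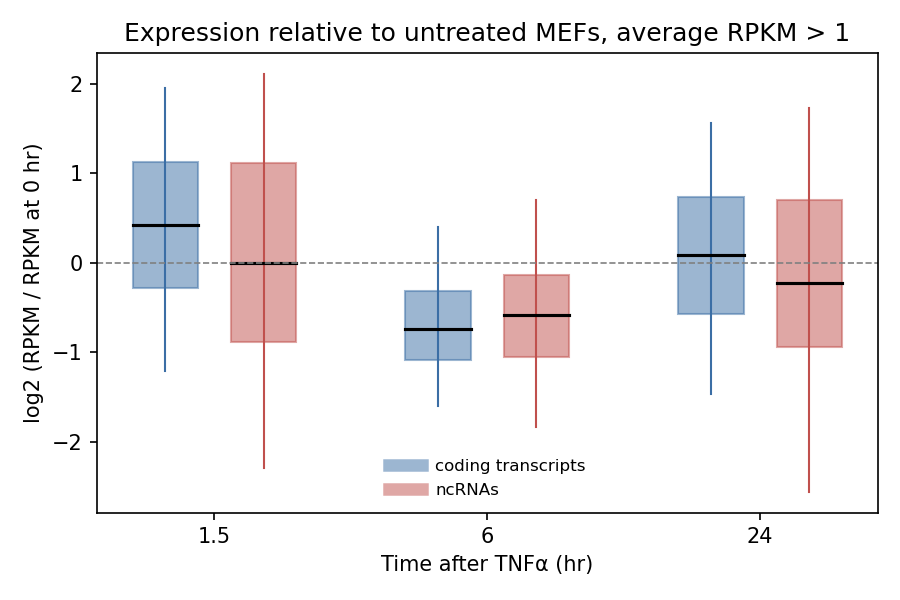
Log2 ratio of RPKM to the untreated library at each time after TNFα, for coding transcripts and ncRNAs with an average RPKM above 1. Boxes span the 25th to the 75th percentile, lines the 5th to the 95th, and black bars are medians, which lie below 0 at 6 hr in both groups as deposited and at 0.08 for coding transcripts and 0.22 for ncRNAs after scaling to a common median of ratios.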

Interestingly, the 244 RefSeq ncRNAs showed a similar expression pattern as the protein coding genes, where peak expression or repression levels were observed at 1.5 and 24 hr post stimulation. 

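The changed ncRNAs had their highest RPKM at 1.5 hr in 119 cases (45.1%), in the untreated library in 109 (41.3%), at 24 hr in 19 (7.20%) and at 6 hr in 17 (6.44%). A value at 6 hr below those at 1.5 and 24 hr was found for 70.8% of them. That share was 25.6% after scaling to a common median of ratios. Across all ncRNAs that passed the filter, the median log2 ratio was 0.00 at 1.5 hr and -0.23 at 24 hr.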

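The lowest of the 4 RPKM values fell at 6 hr for 4024 of the changed coding transcripts (69.8%) and for 148 of the changed ncRNAs (56.1%). At that time 2619 coding transcripts were at least 2-fold below the untreated library, against 701 at 1.5 hr and 1131 at 24 hr. For ncRNAs the numbers were 100 at 6 hr, 70 at 1.5 hr and 83 at 24 hr. The lower values at 6 hr were not limited to the changed transcripts, since 87.7% of all coding transcripts and 80.7% of all ncRNAs with an average RPKM above 1 lay below the untreated library at 6 hr.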

A subset also showed maximal repression at 6 hr in both classes. 

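With an average RPKM above 1, 109 ncRNAs were at least 2-fold higher than in the untreated library at 1 or more times. There were 104 at 1.5 hr, 7 at 6 hr and 67 at 24 hr. Without the 1.5 hr library, 70 were higher. Of the 242 ncRNAs that Supplementary files 1D and 1E list, 216 were matched by symbol, and 72 of these were at least 2-fold higher at some time without a filter on RPKM.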

84 ncRNAs were at least twofold upregulated when compare to untreated at a least one time point. In contrast, the vast majority (59 out of 64) of de novo lncRNAs were primarily repressed upon TNFα treatment (Figure 1B–D, Supplementary file 1B–D). A similar result in which most de novo lncRNAs were down regulated after treatment was seen in response to estrogen in breast cancer cells (Hah et al., 2011).

Next, we divided the RefSeq ncRNAs by their RefSeq annotation into four classes, pri-miRNAs (40%), RNaseP, SnoRNA, ScaRNA (19%), pseudogene lncRNA (22%) and annotated lncRNAs (19%) (Figure 1E). Interestingly, only 11 of 96 pri-miRNAs were upregulated with TNFα treatment. In contrast about 23 of 45 housekeeping RNAs (RNaseP, scaRNA, snoRNA) and 37 of 54 pseudogene lncRNAs were upregulated. 

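Supplementary file 1D lists 95 pri-miRNAs by symbol, of which 89 were matched to the deposited table. At least a 2-fold rise at 1 or more times was found for 9 of them (10.1%) and at least a 2-fold fall for 84. Both columns rose at least 2-fold at the same time for 4. The median log2 ratio of the class was -2.06 at 1.5 hr and -2.46 at 24 hr. Restricting the class to an average RPKM above 1, or adding a pseudocount of 1 RPKM, moved the count most, to 4 in both cases.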

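Of 39 matched housekeeping RNAs (RNaseP, scaRNA and snoRNA), 17 were at least 2-fold higher at some time (43.6%), 12 of them at 1.5 hr, 7 at 6 hr and 9 at 24 hr. With an average RPKM above 1, 8 of 22 were higher. Of 50 matched pseudogene lncRNAs, 34 were higher (68.0%), 32 at 1.5 hr, 1 at 6 hr and 24 at 24 hr. At least a 2-fold fall at 1 or more times was found for 21 housekeeping RNAs and 19 pseudogene lncRNAs. In both columns at the same time, 14 housekeeping RNAs and 29 pseudogene lncRNAs were at least 2-fold higher. Reads can be shared between a pseudogene and its parent gene, and the files do not say how such reads were counted. The values of the pseudogenes are uncertain to that extent.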

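Among the ncRNAs of Supplementary file 1D that are neither pri-miRNAs, housekeeping RNAs nor pseudogenes, 38 of 51 were matched by symbol to the deposited table. Of these annotated lncRNAs, 12 were at least 2-fold higher (31.6%) and 24 at least 2-fold lower at 1 or more times. A rise of at least 2-fold in both columns at the same time was found for 11. The lncRNAs with no matching symbol were left out.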

Finally, 12 out of 48 annotated lncRNA were upregulated, mirroring what we see in the de novo lncRNAs. 

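Of the matched pseudogene lncRNAs of Supplementary file 1E, 44 of 50 had a lower RPKM at 6 hr than at both 1.5 and 24 hr. Their median log2 ratio to the untreated library was 1.41 at 1.5 hr and 0.87 at 24 hr. At 6 hr it was -0.41 as deposited, above that of all coding transcripts, and its direction at that time depended on the scaling.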

To further examine the pseudogene component of the lncRNAs, we created a heatmap of pseudogene lncRNA, and observed the same oscillatory gene expression pattern that was observed in the protein coding genes (Figure 1F and Supplementary file 1E). We determined that the pseudogene Rps15a-ps4 (herein named Lethe), had the highest expression changes of any pseudogene with an RPKM > 1. Additionally, we observed that *Gapdh* had seven pseudogenes that were identified as induced by TNFα, but we were unable to validate this result with qRT-PCR.

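The deposited table lists Lethe under the symbol Gm13253. Among the 39 pseudogenes of Supplementary file 1E with an average RPKM above 1, its largest log2 ratio in either direction ranked 8. Gm5069 ranked above it, with a log2 ratio of 6.92 at 1.5 hr and an RPKM of 0.10 in the untreated library. Gm6498 also did, with a log2 ratio of 5.17 at 1.5 hr that was 5.19 in its R1 column and -1.08 in its R2 column. Gm6682, named after its value was seen, had an RPKM of 38.7 in the untreated library and a log2 ratio of 2.71 at 1.5 hr. Gm6682, Gm12669, Gm13363 and Gm5424, all ranked above Lethe, share at least 68.3% of their 50-base sequences with coding transcripts. The rest above it, Gm5069, Gm6498 and Gm6981, are pseudogenes of Gapdh. Gm12669, Gm13363, Gm5424 and Gm6981 were named after their ranks were seen. The rank of Lethe was 4 from the R1 columns alone and 13 from the R2 columns alone. Gm5177, whose log2 ratio was 6.21 at 24 hr, did not reach an average RPKM of 1. Neither did Gm8709, which was listed at 0 at 6 hr and had a log2 ratio of 6.78 at 1.5 hr that was -0.07 in its R1 column and 7.11 in its R2 column.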

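Supplementary file 1E lists 8 pseudogenes of Gapdh, all of them in the deposited table. Of these, 7 were at least 2-fold higher than in the untreated library at 1 or more times, 5 at 1.5 hr, 1 at 6 hr and 4 at 24 hr. Both columns were at least 2-fold higher at the same time for 4 of the 7, among them Gm5177, which was listed at 0 in the R1 column of the untreated library. The rises of the other 3 rested on 1 column. At 6 hr the rise was that of Gm5523, named after its value was seen, with a log2 ratio of -2.47 in its R1 column and 5.08 in its R2 column. Only 4 had an average RPKM above 1, and 3 of those were higher. Gapdh itself had a log2 ratio of 0.66 at 1.5 hr, -1.23 at 6 hr and 0.93 at 24 hr.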

We selected Refseq genes with significant differential expression over the time course (FDR < 0.05, SAMseq) and varied by at least twofold, yielding 3690 significant transcripts (Supplementary file 1F). We organized their patterns of temporal expression by mean-centered hierarchical clustering (Figure 1—figure supplement 1), and determined which lncRNAs clustered with known NF-κB regulated genes. From our list, we chose to validate and further characterize Cox2 Divergent, Gp96 Convergent, H2-T23/24AS, HoxA11AS, Lethe, Pbrm1 Convergent, Scripture 16,612 and Scripture 60,588.

### LncRNAs distinguish distinct inflammatory stimuli

Our directional paired-end RNA-Seq data revealed TNFα regulation of many lncRNA transcripts which include divergent, antisense, convergent, and intergenic transcripts. Since the functional relationship between genomic organization and expression is unknown, we chose to validate and further characterize the lncRNAs expression alongside the closest protein coding gene under a variety of different stimuli by qRT-PCR. In our subset of lncRNAs, we found that most lncRNAs are co-regulated with their protein-coding gene. This is not surprising since we chose to validate lncRNAs that were close to genes that were regulated by TNFα. One notable exception was Lethe. Although the Lethe is expressed from the same strand as *Gmeb1* and close to the 3′ terminus of *Gmeb1*, qRT-PCR showed that Lethe was specifically induced by TNFα and IL-1β, whereas *Gmeb1* expression did not significantly change, confirming that the Lethe is not an extension of the 3′ UTR of Gmeb1 (Figure 2A).

**Figure 2.**
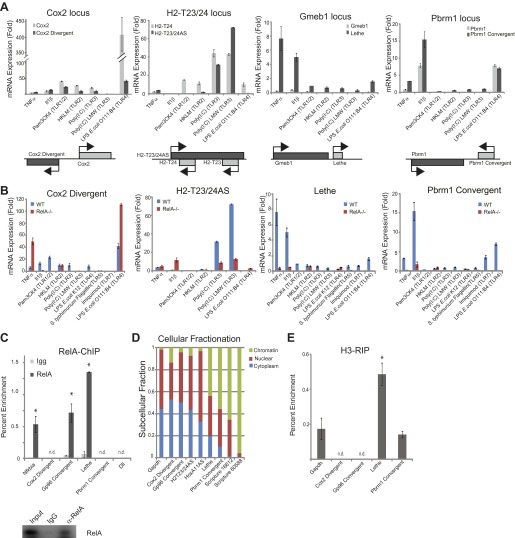
LncRNAs distinguish between different stimuli and are regulated by NF-κB. (**A**) Validation of lncRNAs expression alongside the closest protein coding gene under a variety of different stimuli by qRT-PCR. Genomic organization is shown below. MEFs were treated with 20 ng/ml TNFα for 0 and 6 hr. Quantitative Taqman real time RT-PCR of the indicated RNAs is normalized to Actin levels (mean ± SD). (**B**) LncRNAs are regulated by RelA. qRT-PCR in WT and *RelA*−/− littermate cells under a variety of different stimuli. MEFs were treated with 20 ng/ml TNFα for 0 and 6 hr. Quantitative Taqman real time RT-PCR of the indicated RNAs is normalized to Actin levels (mean ± SD). (**C**) Endogenous RelA is recruited to the promoters of lncRNAs. MEFs were treated with 20 ng/ml TNFα for 0 and 15 min. ChIP with α-RelA antibodies was performed and RelA percent enrichment relative to input is shown (mean ± SD, *Nkfbia,* p<0.0518; *Gp96 Convergent*, p<0.007; *Lethe,* p<0.002). (**D**) LncRNAs are found throughout the cell. Cellular fractionation was performed and fraction found in the chromatin, nucleus and cytoplasm is shown. MEFs were treated with 20 ng/ml TNFα for 6 hr. Quantitative Taqman real time RT-PCR of the indicated RNAs is shown (mean ± SD is shown). (**E**) LncRNAs are found on the chromatin. MEFs were treated with 20 ng/ml TNFα for 6 hr. RNA-IP with α-H3 antibodies was performed. RNA was isolated and Quantitative Taqman real time RT-PCR of the indicated RNAs is shown (mean ± SD, Lethe p<0.004). **DOI:** http://dx.doi.org/10.7554/eLife.00762.005

**Figure 2—figure supplement 1.**
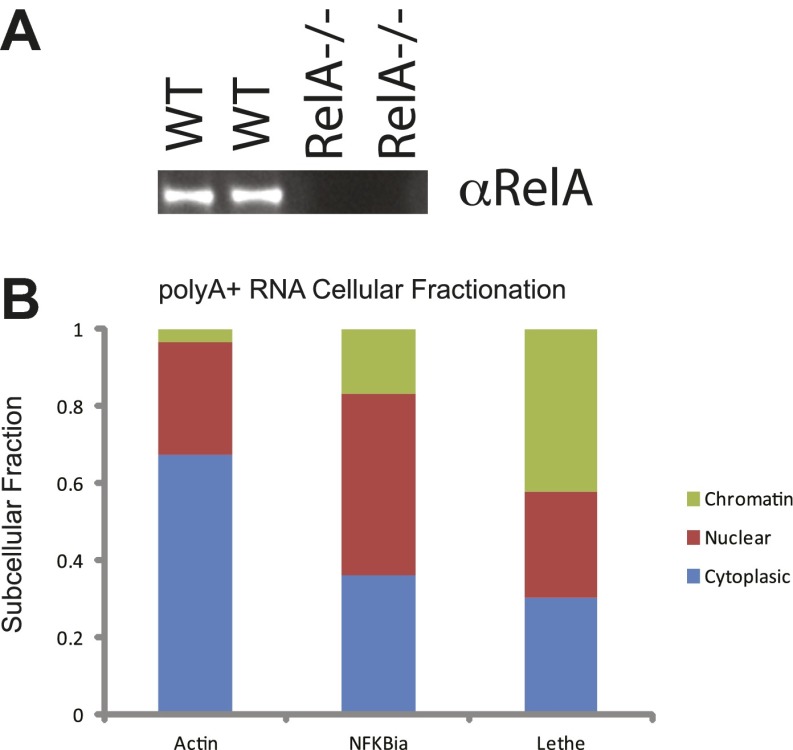
(**A**) Western analysis of RelA protein levels. (**B**) PolyA+ Lethe is found on the chromatin. Immunoblot of wildtype and RelA−/− MEFs. Cellular fractionation was performed, total RNA was purified and polyA+ selection was performed. The fraction polyA+ RNA found in the chromatin, nucleus and cytoplasm is shown. MEFs were treated with 20 ng/ml TNFα for 6 hr. Quantitative Taqman real time RT-PCR of the indicated RNAs is shown (mean ± SD is shown). **DOI:** http://dx.doi.org/10.7554/eLife.00762.006

NF-κB signaling can be initiated in response to many different stimuli including in response to proinflammatory cytokines like TNFα and IL-1β as well as in response to microbial components via the TLR family (Hayden and Ghosh, 2012). Therefore, we validated our lncRNA candidates in response to TNFα, IL-1β, and agonists of Toll like receptors (TLR) 1, 2, 3, 4, or 7 (Figure 2A–B). TLRs are pattern-recognition receptors for pathogen components from bacteria, fungi, or viruses, and play key roles in controlling the innate and adaptive immunity (Kawai and Akira, 2010). Indeed, we found that many of the lncRNAs are upregulated in response to distinct stimuli. Most notable, Cox2 Divergent is upregulated in response to proinflammatory cytokines and TLR1-4 agonists. In contrast, Gp96 Convergent is only expressed in response to TNFα. H2-T32/24AS is responsive to only TNFα and TLR3 agonists, whereas HoxA11AS is expressed in response to TLR3 agonists and actually down regulated by TNFα stimulation. Lethe is upregulated in response to the proinflammatory cytokines TNFα and IL-1β, but not TLR agonists, indicating it may have a function in inflammation, but not in native immunity. Pbrm1 Convergent is highly upregulated in response to IL-1β, and to a lesser extent TNFα, and TLR4 and 7 agonists. These results demonstrate that lncRNAs are dynamically and specifically regulated in response to different stimuli, suggesting that the pattern of lncRNAs can serve as an internal representation of a cell’s exposure to distinct inflammatory and pathogenic signals.

### LncRNAs are directly regulated by NF-κB

Next, we wanted to determine if the lncRNAs were directly regulated by NF-κB. To address this question, we used two different methods. First, we performed qRT-PCR in *RelA*−/− littermate cells alongside WT cells (Figure 2—figure supplement 1). Cox2 Divergent is dramatically upregulated in response to proinflammatory cytokines and TLR1-4 agonists in WT and to an even larger extent, in *RelA*−/− cells indicating that it is not directly regulated by NF-κB component RelA. Additionally, HoxA11AS, H2-T23/24AS, Gp96 Convergent and Scripture 16,612 all show some induction in *RelA*−/− cells. In contrast, induction of Lethe, Pbrm1 Convergent and Scripture 60,588 is largely abrogated in *RelA*−/− cells, indicating that RelA is required to induce these lncRNAs (Figure 2B). Second, we performed RelA chromatin immunoprecipitation (ChIP) in WT MEFs. Upon TNFα signaling, RelA was found to bind to the promoters of Nfkbia, Gp96 Convergent and Lethe, but was not detected on the promoters of Cox2 Divergent or Pbrm1 Convergent, or Dll1, a negative control (Figure 2C). These results indicate that Lethe and Gp96 Convergent are directly transcriptional targets of RelA, with Lethe being particularly dependent on RelA for induction.

### Lethe lncRNA is largely nuclear and on chromatin

To determine where our candidate genes are located within the cell we performed subcellular fractionation on cells stimulated with TNFα for 6 hr. We found that the subcellular distribution of TNFα−induced lncRNAs vary in a transcript-specific manner. Gapdh was tested as a control and found to be evenly distributed between the nucleus and cytoplasm with little transcript found on the chromatin. Likewise, Cox2 Divergent, Gp96 Convergent, and H2-T23/24AS were evenly distributed between nucleus and cytoplasm. HoxA11AS was mostly nuclear with some transcript found in the cytoplasm, but not on the chromatin. Interestingly, Lethe, Pbrm1 Convergent, Scripture 16,612 and Scripture 60,588 were found mostly on the chromatin, with a smaller fraction in the nucleus. These results indicate that Lethe, Pbrm1, Scripture 16,612 and Scripture 60,588 may be directly involved in gene regulation by interacting with the chromatin (Figure 2D). To further determine if it is the nascent transcript or processed transcript that is found on the chromatin, we performed polyA selection on our subcellular fractions and analyzed the results by qRT-PCR. Interestingly, polyadenylated Lethe RNA is still preferentially associated with chromatin compared to two control mRNAs, Actin and Nfkbia (Figure 2—figure supplement 1), indicating that full length Lethe is associated with chromatin. Finally, we performed H3-RNA immunoprecipitation (RIP) to directly test if lncRNAs are found on the chromatin after cells were stimulated with TNFα for 6 hr. We found that Lethe and Pbrm1 Convergent are both found on the chromatin, while Cox2 Divergent and Gp96 Convergent were not detected, confirming our fractionation results (Figure 2E). Results from Figure 2 are summarized in Table 1.

**Table 1.** Classification of TNF regulated lncRNAs **DOI:** http://dx.doi.org/10.7554/eLife.00762.007

	TNFα	IL-1β	TLR1	TLR2	TLR3	TLR4	TLR5	TLR7	RelA-dep	H3-RIP
Cox2 Divergent	+	+	+	+	+	+	n.d.	n.d.	−	n.d.
Gp96 Convergent	+	n.d.	n.d.	n.d.	n.d.	n.d.	n.d.	n.d.	+	n.d.
H2-T23/24AS	+	n.d.	n.d.	n.d.	+	n.d.	n.d.	n.d.	−	−
HoxA11AS	−	−	−	−	+	−	−	−	−	−
Lethe	+	+	−	−	−	−	−	−	+	+
Pbrm1 Convergent	+	+	−	−	−	−	−	+	−/+	+
Scripture 16,612	−	+	+	+	−	−	−	−	n.d.	n.t.
Scripture 60,588	−	−	−	−	−	−	−	−	n.d.	n.t.

These results demonstrate that lncRNAs are regulated by diverse and specific stimuli. Additionally, lncRNAs are directly regulated by NF-κB. Finallyp, the subcellular distribution of TNFα−induced lncRNAs varies by transcript. n.d., not detectable. n.t., not tested.

### Lethe is a pseudogene of Rps15a

Since Lethe is an Rps15a pseudogene, we wanted to determine if there are other pseudogenes that are directly regulated by TNFα. We obtained Taqman probes against non-repetitive sequences unique to each pseudogene member, and examined Rps15a pseudogene family members as well as Rps15a to determine if they are regulated by TNFα (Figure 3A, Figure 3—figure supplement 1). qRT-PCR analysis showed that *Nfkbia* (a positive control) is dynamically regulated in response to TNFα, as is Lethe. Rps15a and Rps15a-ps6, another Rps15a pseudogene lncRNA, are both transcribed but are not regulated by TNFα (Figure 3B).

**Figure 3.**
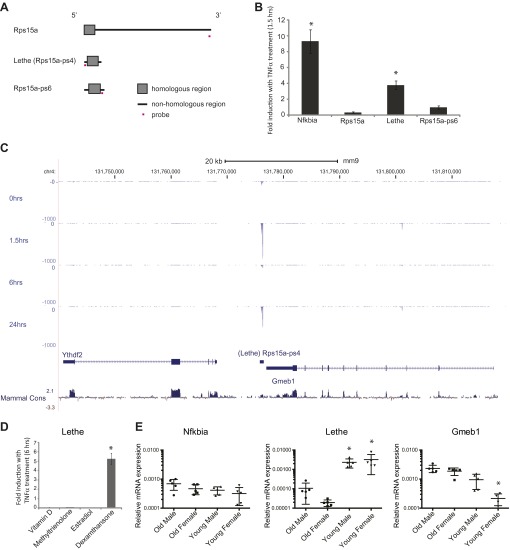
Lethe is a pseudogene lncRNAs that is regulated by NF-κB, Glucocorticoid Receptor and in aging. (**A**) Gene structure, homology and Taqman probe design of *Rps15a* and pseudogene family members. (**B**) Lethe is induced by TNFα, but other family members are not. MEFs were treated with 20 ng/ml TNFα for 0 and 1.5 hr. Quantitative Taqman real time RT-PCR of the indicated RNAs is shown normalized to Actin levels (mean ± SD, p<0.012). (**C**) Genomic organization of Lethe with RNA-Seq data at time 0, 1.5, 6 and 24 hr post TNFα treatment. Lethe is located on mouse chromosome 4 between *Gmeb1* and *Ythd2*. *Gmeb1* and *Ythd2* are not induced by TNFα stimulation. (**D**) Lethe is induced by dexamethasone treatment, but not other nuclear hormone receptor agonists. MEFs were treated with either 10 nM vitamin D, 100 nM methyltrienolone, 100 nM estradiol, or 1 μM dexamethasone for 0 and 6 hr. Quantitative Taqman real time RT-PCR of the indicated RNAs is shown normalized to Actin levels (mean ± SD, p<0.003). (**E**) Lethe is down-regulated in aged mice. Lethe is expressed in young spleen from male and female mice. Five mice were used for each sex and time point. Quantitative Taqman real time RT-PCR of the indicated RNAs is shown normalized to Actin levels (mean ± SD, Lethe p<0.001, Gmeb1 p<0.003). ANOVA analysis was performed to determine significance. **DOI:** http://dx.doi.org/10.7554/eLife.00762.008

**Figure 3—figure supplement 1.**
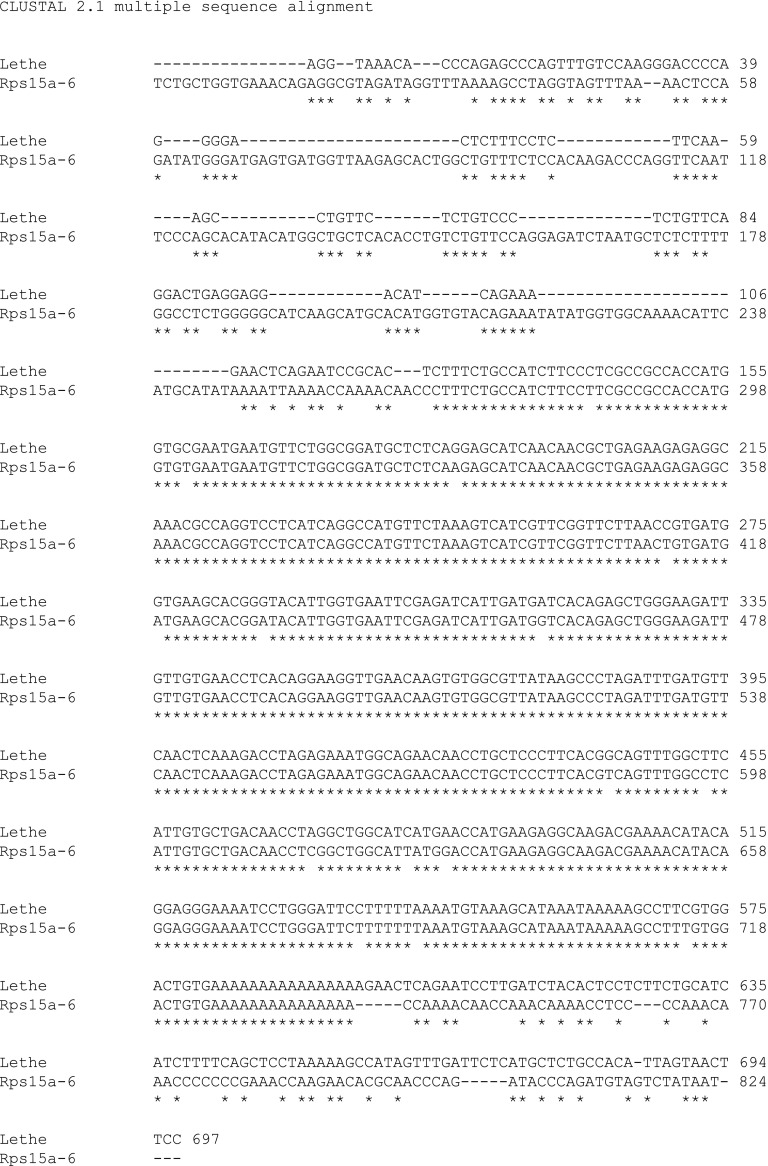
Alignment of Lethe with Rps15a-ps6. ClustalW2 alignment was performed on Lethe (Rps15a-ps4) and Rps15a-ps6. **DOI:** http://dx.doi.org/10.7554/eLife.00762.009

Lethe is 697 bp long unspliced lncRNA, and its locus on chromosome four lays approximately 500 bp downstream of *Gmeb1* and 8 kb upstream of *Ythdf2* on the minus strand (Figure 3C). 

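The 5′ and 3′ ends of Lethe in Figure 3—figure supplement 1 were matched to mm9, which placed it on the minus strand of chromosome 4 from 131775808 to 131776504, a length of 697 bp. Its GC content was 46.1%. Gmeb1 lies from 131776940 to 131817517 with 435 bp between the 2 genes, and Ythdf2 from 131740827 to 131768218 with 7589 bp between it and Lethe. The GENCODE annotation lists a pseudogene of 392 bp within the Lethe span. Of the 50-base sequences of Lethe, 24.2% also occur elsewhere in mm9. In untreated MEFs the nearest H3K4me3 peak ended 7771 bp from the 5′ end of Lethe, and it covered the start of Ythdf2. Another peak, with 1191 tags and a fold enrichment of 41.2, covered the start of Gmeb1.

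**Figure D2:**
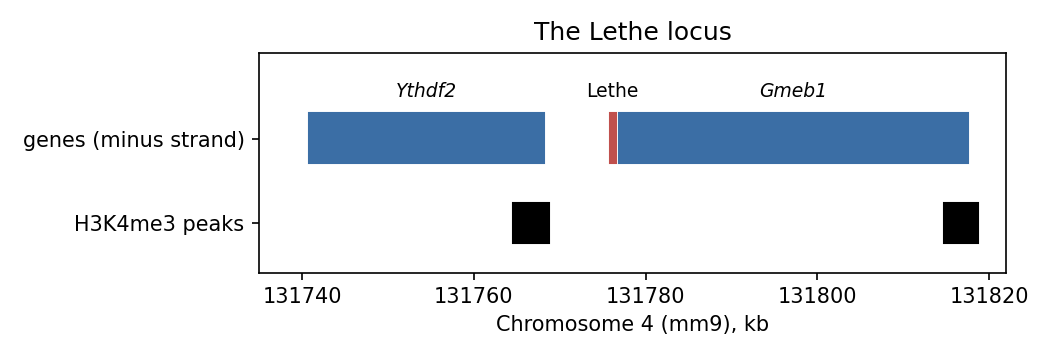
Map of chromosome 4 of mm9 in kb, with Lethe and its neighbours Ythdf2 and Gmeb1 above and the H3K4me3 peaks at their starts below. Lethe lies between the 2 genes, and the peak over the start of Ythdf2 ends 7771 bp from its 5′ end.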

Lethe is dramatically induced upon TNFα stimulation at 1.5 hr and 24 hr and repressed at 6 hr, in an expression pattern that is characteristic of other NF-κB regulated transcripts. 

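Lethe had an RPKM of 16.3 in the untreated library, 91.6 at 1.5 hr, 10.5 at 6 hr and 49.4 at 24 hr. The log2 ratios were 2.49, -0.63 and 1.60. From the R1 columns they were 2.90, -0.22 and 2.04, and from the R2 columns 2.24, -0.88 and 1.33. The paper lists 313 reads on Lethe in the untreated library, 1677 at 1.5 hr, 284 at 6 hr and 1120 at 24 hr. With the paper's library totals, these reads give a log2 ratio of 2.38 at 1.5 hr (95% interval 2.21 to 2.56, two-sided exact binomial test, p = 1.1e-216). At 6 hr it was -0.59 (-0.83 to -0.35, p = 6.2e-07 from the same exact test) and at 24 hr 1.50 (1.31 to 1.68, p = 2.8e-69 from the same exact test). These tests compare the libraries and not the conditions, and the intervals cover counting error only. The direction at 6 hr depended on the scaling, with a log2 ratio of 0.18 after scaling to a common median of ratios, where the values at 1.5 and 24 hr were 2.06 and 1.52. Centring the ratios within bins of GC content moved the values at 1.5 and 24 hr most. They were then 1.45 and 0.96, the latter under 2-fold.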

Importantly, expression of its two neighbor mRNA genes was not changed by TNFα stimulation (Figure 3C), indicating that Lethe is independently regulated.

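Gmeb1 had log2 ratios of 0.22 at 1.5 hr, -0.93 at 6 hr and -0.28 at 24 hr, from an RPKM of 0.778 in the untreated library. Those of Ythdf2 were 0.31, -0.57 and -0.06, from an RPKM of 1.58. The R1 and R2 columns gave -0.91 and -0.96 for Gmeb1 at 6 hr and -0.53 and -0.61 for Ythdf2. Neither gene reached a 2-fold change at any time. After scaling to a common median of ratios, the value at 6 hr was -0.12 for Gmeb1 and 0.24 for Ythdf2, so that the direction for Ythdf2 depended on the scaling. From the lack of change in the neighbours, the paper reasons that Lethe is regulated independently of them.

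**Figure D3:**
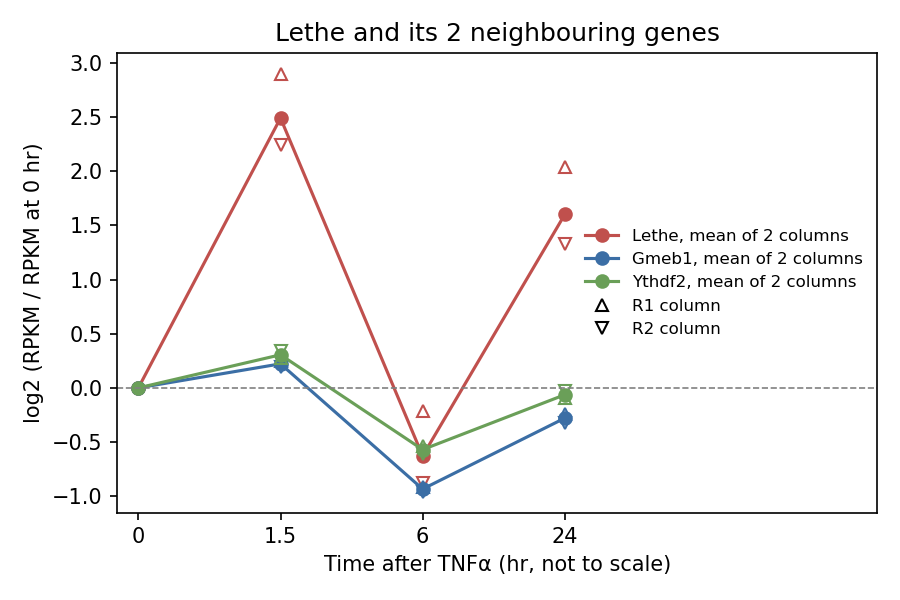
Log2 ratio of RPKM to the untreated library for Lethe, Gmeb1 and Ythdf2 at each time after TNFα. Circles are the mean of the 2 columns of each library and triangles the R1 and R2 columns, and Lethe rises to 2.49 at 1.5 hr while Gmeb1 is at 0.22 and Ythdf2 at 0.31.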

### Lethe is induced by the glucocorticoid receptor

It is known that glucocorticoid receptor (GR) and NF-κB share many target gene sites (Rao et al., 2011). Therefore we tested whether Lethe could be induced upon stimulation with a number of nuclear hormone agonists including the GR agonist, dexamethasone. We found that Lethe is upregulated in response to anti-inflammatory agent, dexamethasone, but not in response to other nuclear hormone receptor agonists examined, including Vitamin D (Vitamin D Receptor), methyltrienolone (Androgen Receptor) and estradiol (Estrogen Receptor) (Figure 3D). Thus, Lethe is a pseudogene lncRNA that is induced by both inflammatory stimuli and an anti-inflammatory therapeutic.

### Lethe is downregulated in aged mice

Recent work has shown that the transcription factor binding motif most strongly associated with aging is NF-κB (Adler et al., 2007). To determine if Lethe is expressed in old tissue as a result of constant NF-κB signaling, we tested a panel of tissues, including liver, lung, kidney, skin, spleen, cortex (brain), and skeletal muscle. Lethe is expressed in male and female spleen, but not detectable in other tissues. Interestingly, Lethe is downregulated with age: 20-fold and 160-fold in males and females respectively (Figure 3E). Neither *Nfkbia* nor *Gmeb1* expression changes with age or sex.

### Lethe inhibits NF-κB activity

We hypothesized that Lethe acts in trans to regulate NF-κB function. Therefore we performed loss-of-function experiments and measuring expression of canonical NF-κB members. We used chemically modified chimeric antisense oligonucleotides (ASO) which have been shown to be effective at knocking-down expression of nuclear ncRNAs (Ideue et al., 2009). ASO blockade inhibited the TNFα induction of Lethe, and we monitored the induction of two NF-κB target genes by qRT-PCR. *Nfkbia* level was significantly higher than TNFα stimulated ASO control in one of the two ASOs tested, while *Nfkb2* was induced significantly for both ASOs tested (Figure 4A). This result indicates that Lethe may act as a repressor of NF-κB activity.

**Figure 4.**
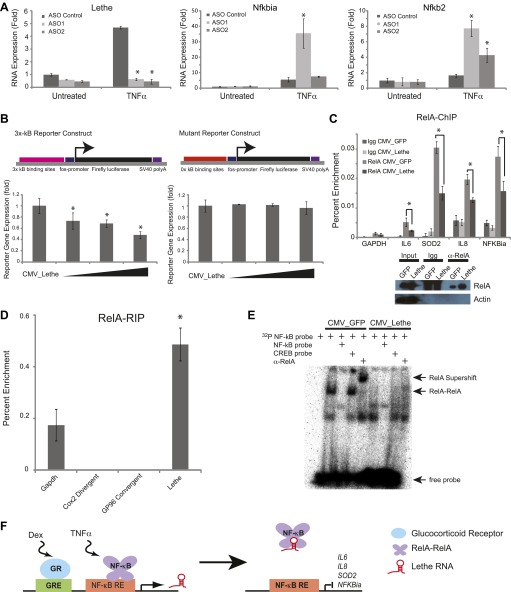
Lethe Binds to RelA and inhibits RelA occupancy of DNA. (**A**) Increased expression of NF-κB regulated genes in Lethe knockdown cells. Quantitative Taqman real time RT-PCR of the indicated RNAs is shown normalized to Actin levels (mean ± SD, p<0.05 is shown) (**B**) Lethe inhibits TNFα induced reporter gene expression. RLU of 3x-κB reporter activity and mutant reporter activity (mean ± SD, p<0.05 is shown) in CMV_Lethe transfected 293T cells. Reporter constructs are diagrammed above. (**C**) Endogenous RelA recruitment to the promoters of target genes is reduced in the presence of Lethe. 293T expressing CMV_GFP or CMV_Lethe were treated with 20 ng/ml TNFα for 15 min. ChIP with α-RelA antibodies was performed and RelA percent enrichment relative to input is shown (mean ± SD; *Il6,* p<0.033; *Sod2,* p<0.001; *Il8,* p<0.003; *Nfkbia,* p<0.015). (**D**) Lethe binds to RelA. MEFs were treated with 20 ng/ml TNFα for 6 hr. RNA-IP with α-RelA antibodies was performed. RNA was isolated and Quantitative Taqman real time RT-PCR of the indicated RNAs is shown (mean ± SD, p<0.020). (**E**) Lethe expression blocks DNA binding of the RelA homodimer to its target. NF-κB EMSA of GFP or Lethe transfected 293T nuclear extracts treated with 20 ng/ml TNFα for 15 min. Extracts were pretreated with unlabeled NF-κB (specific) or CREB (nonspecific competitor), or α-RelA antibodies for 15 min prior to incubation with probe. (**F**) Model for Lethe regulation of gene expression. Upon addition of TNFα or dexamthasone, Lethe is transcribed. Lethe can then bind to RelA–RelA homodimers and block binding to other NF-κB response elements, inhibiting NF-κB. **DOI:** http://dx.doi.org/10.7554/eLife.00762.010

Conversely, we overexpressed Lethe or GFP in the presence of an NF-κB luciferase reporter gene after TNFα stimulation. Lethe expression, but not GFP expression, repressed NF-κB reporter gene activity. Additionally, Lethe can increase the repression NF-κB luciferase reporter gene expression in a dose dependent manner. To determine if Lethe’s effect on reporter gene activity was specific to NF-κB mediated reporter gene expression, we mutated the κB binding sites out of the reporter plasmid. As expected, the repression was no longer observed, indicating that Lethe requires NF-κB to repress reporter gene expression (Figure 4B).

The TNFα inducible repression of NF-κB luciferase reporter gene expression indicates that Lethe may affect the ability of RelA to bind to target promoters. To test this possibility, 293T cells were transfected with Lethe and ChIP was performed with RelA antibodies or IgG. In response to TNFα, Lethe expression significantly decreased RelA occupancy of several NF-κB target genes including *Il6, Sod2*, *Il8,* and *Nfkbia* (Figure 4C). Immunoblot analysis confirmed that that Lethe does not lower RelA protein level (Figure 4C). These results indicate that Lethe acts to inhibit NF-κB binding to the chromatin.

### Lethe Binds to RelA and inhibits RelA occupancy of DNA

We reasoned that Lethe may bind RelA directly. RelA-RIP retrieved Lethe, but not Gapdh in MEFs stimulated with TNFα for 6 hr. Interestingly, other lncRNAs, Cox2 Divergent and Gp96 Convergent did not bind to RelA (Figure 4D). To further explore the relationship between Lethe and RelA, NF-κB DNA binding was assessed by electro mobility shift assays (EMSA). 293T cells were transfected with either CMV_GFP or CMV_Lethe. 48 hours post transfection cells were stimulated with TNFα for 15 min before nuclear lysates were prepared. As expected, TNF-stimulated extracts contained NF-κB activity, which are shifted by radiolabelled NF-κB probes, specifically competed away by cold NF-κB probes, and supershifted by anti-RelA antibody. Notably Lethe expression blocks DNA binding of the RelA homodimer, but not other isoforms (Figure 4E). These results indicate that Lethe may act as an inhibitor of NF-κB by binding directly to the RelA homodimer, and blocking RelA’s ability to bind DNA (Figure 4F).

## Discussion

Recent large scale RNA-Seq experiments have revealed that lncRNAs are dynamically expressed in normal tissues through development, differentiation, in response to different stimuli and as an organism ages (Guttman et al., 2009; Hah et al., 2011; Guttman et al., 2011; Chang et al., 2013). However, most large scale sequencing experiments discard the pseudogene transcriptional contribution. In depth analyses have revealed that pseudogenes are important drivers and suppressors of human cancers (Poliseno et al., 2010; Tay et al., 2011; Kalyana-Sundaram et al., 2012). In this study we performed paired-end directional sequencing to identify novel transcripts that are regulated by TNFα signaling. We identified 48 annotated lncRNAs, 64 de novo lncRNAs and 54 pseudogene lncRNAs that are differentially regulated with TNFαstimulation. While prior studies have reported lncRNA induction by endotoxin (Guttman et al., 2009; De Santa et al., 2010), the specificity of the response and requirement of NF-κB were not known. Here, we have characterized a number of transcripts that are induced by a panel of microbial components and inflammatory cytokines. Notably, many lncRNAs are uniquely regulated by specific stimuli in a RelA-dependent fashion. Hence, the repertoire of specific transcriptional programs downstream of inflammatory and innate immunity signaling is expanded by the recognition of lncRNAs reported here.

Lethe is a pseudogene lncRNA that comprises an unexpected a regulator of the inflammatory response. Lethe is uniquely induced by the inflammatory cytokines TNF-α and IL-1β, and Lethe inhibits NF-κB by physical interaction to inhibit RelA binding to DNA. Lethe is thus a negative feedback inhibitor of NF-κB signaling, and its mode of action is that of a decoy lncRNA (Wang and Chang, 2011). Lethe’s mechanism of action is reminiscent of similar to Gas5 or PANDA lncRNAs that titrate glucocorticoid receptor or NF-YA transcription factors away from their cognate binding sites, respectively (Kino et al., 2010; Hung et al., 2011). Endogenous polyadenylated Lethe RNA is highly associated with the chromatin fractions. Nonetheless, the current data do not distinguish whether the functional pool of Lethe is on chromatin, in nucleoplasm, or both. When Lethe is fused to a SV40 polyadenylation signal (which will efficiently cause primary transcript processing and polyadenylation), Lethe expression inhibited NF-κB -dependent gene expression in a dose-dependent manner (Figure 4B), suggesting that chromatin tethering as a primary transcript is not strictly required.

Aging is associated with and requires activation of NF-κB-mediated gene expression programs (Adler et al., 2007; Southworth et al., 2009); the age-associated loss of Lethe expression we observed may be one of the causes for increased NF-κB activity in aging. Intriguingly, Lethe is also selectively induced by dexamethasone, an anti-inflammatory glucocorticoid agonist, but not by other nuclear hormone receptor agonists tested. These results raise the tantalizing concept that an anti-inflammatory therapeutic acts in part by directly activating the negative feedback system of pro-inflammatory signaling (Figure 4F). Lethe’s age dependent down regulation is especially interesting because inflammatory diseases such as lupus, rheumatoid arthritis, and ulcerative colitis have a higher incidence in females indicating that Lethe may have a protector role in the inflammation response that is lost with age. LncRNAs may be particularly suited to play such a balancing role in cellular signaling because its regulatory elements can receive and potentially integrate multiple input signals. The fact that lncRNA expression tends to be more tissue- and state-specific than mRNAs suggests lncRNAs are well positioned to adjudicate and diversify signaling networks in a context-specific manner (Ravasi et al., 2006; Cabili et al., 2011; Djebali et al., 2012).

Our work adds to the concept that some pseudogenes may have function as lncRNAs.

Current literature suggests that pseudogenes are under very little selective pressure and therefore can rapidly evolve. While many pseudogenes are likely to be genetic fossils that do not have any function, perhaps the best example of pseudogene functionalization as lncRNA comes from Xist. Xist evolved from the pseudogene degeneration of a protein coding gene in the placental mammalian lineage (Duret et al., 2006), and is now essential for dosage-compensation and X chromosome inactivation in female mammals. Moreover, some pseudogenes may act as endogenous inhibitors of microRNAs in vivo (Poliseno et al., 2010; Salmena et al., 2011; Ebert and Sharp, 2010). However, there is often no correlation between pseudogene and cognate wild-type genes across many tissues (Kalyana-Sundaram et al., 2012), suggesting that the primary role of pseudogenes is not to act as an endogenous inhibitor of microRNAs. The specificity of Lethe expression highlights the need to accurately annotate pseudogenes in high throughput analysis and the need to further explore the roles of pseudogenes found throughout the genome.

## Materials and methods

### Animals and cell lines

All animal experiments were approved by the Stanford University Institutional Animal Care and Use Committee and the University of Michigan. Young and old mouse strain and husbandry conditions as described in (Miller et al., 2011). Young and old mice were 4-month and 22-month-old respectively. Primary WT and RelA−/− MEFs were harvested from littermate 13.5-day-old embryos using standard methods and propagated in DMEM (Invitrogen, Carlsbad, CA) plus 10% FBS. MEFs were passaged a total of four times before all experiments. All experiments were performed in a minimum of two independently derived MEF lines of the same genotype. 293T cells were grown in DMEM plus 10% FBS. Cells were transfected with Fugene6 (Promega, E2691) per the manufacturer’s instructions, and were harvested two days post-transfection.

### Reagents

TNFα (210-TA-050) and IL-1β (201-LB-005) were ordered from R&D Systems, LPS from *Escherichia coli* 0111:B4 (L5293) was ordered from Sigma-Aldrich, and the Human TLR1-9 Agonist kit (tlrl-kit1hw) was purchased from InvivoGen. Dexamethasone was obtained from Sigma (D4902). vitamin D, methyltrienolone, and estradiol were a gift from Brian Feldman. Antibodies specific for RelA (p65) (ab7970; Abcam), Histone H3 (ab1791; Abcam), Histone H3 (tri methyl K4) antibody (ab8580; Abcam), Rabbit Control IgG (ab46540; Abcam), and Actin (A5316; Sigma) are from the indicated sources.

3xκB Luciferase reporter, pTK-Renilla, and pCMV_GFP were obtained from lab stocks, were sequenced and compared to NCBI for confirmation. pCMV_Lethe was cloned from genomic DNA using primers listed in Supplementary file 1G.

### RNA-sequencing and analysis

Total RNA was isolated from MEFs treated with 20 ng/ml TNFαfor the indicated times before RNA extraction with Trizol (10,296-010; Invitrogen), followed by RNAeasy kit (74,104; Qiagen) and treated with Turbo DNAse Free Kit (AM1907; Ambion). Poly-A RNA was selected for using the MicroPoly(A) Purist kit (AM1919; Ambion). 200 ng polyA RNA was used for each library. Paired End Directional library construction was performed for dUTP libraries as described (Levin et al., 2010) except libraries were size selected by gel purification after ligation and after PCR amplification. Libraries were sequenced with an Illumina Genome Analyzer II by the Stanford Functional Genomics Facility.

Sequencing reads were mapped to the mouse genome (mm9 assembly) using TopHat (version 1.1.3) (Trapnell et al., 2009). Each sample generated 23–32 million mapped sequences. Reference-based de novo transcritome assembly was performed using Cufflinks (version 0.9.3) (Trapnell et al., 2010) and Scripture (Guttman et al., 2010). RefSeq and Ensemble annotated transcripts were filtered out from Scripture and Cufflinks assembled transcriptomes. Transcripts with less than RPKM > 1were also removed. De novo transcript assembly was processed through Trinity (Grabherr et al., 2011) and CPC scores were determined (Kong et al., 2007). To determine the number of statistically significant differentially expressed genes for hierarchical clustering, we performed SAMseq, a nonparametric method for estimating significance in RNA-seq data (Li and Tibshirani, 2011) and discovered 3690 significant transcripts with FDR < 0.05.

### ChIP-seq

DNA was cross-linked for 10 min with 1% formaldehyde and stopped in 0.125 M glycine. Purified chromatin was sonicated to ∼250 bp using the Bioruptor (Diagenode, Inc., Delville, NJ) and incubated with the IgG or Histone H3 (tri methyl K4) as previously described in http://farnham.genomecenter.ucdavis.edu/pdf/FarnhamLabChIP%20Protocol.pdf. ChIP-seq libraries were made and sequenced as above after second strand synthesis. Size-selected libraries of 200–300 bp length were used for Illumina deep-sequencing.

Raw reads from ChIP-Seq were mapped to mouse genome (mm9 assembly) using Bowtie (version 0.12.6) (Langmead et al., 2009) and H3K4me3 peaks were called out using MACS (Zhang et al., 2008).

### Real-time quantitative RT-PCR

MEFs were treated with TNF-α (20 ng/ml), 10 ng/ml human IL-1β, 100 ng/ml LPS (*E. coli* 055:B5), 100 ng/ml Pam3CSK4, 10^8^ cells/ml HMLK, 25 μg/ml poly(I:C), 25 μg/ml poly LMW (I:C), 10 μg/ml LPS (from *E. coli* strain K12), 100 ng/ml recombinant flagellin (*Salmonella Typhimurium*), 5 μg/ml imiquimod-R837, 10 nM vitamin D, 100 nM methyltrienolone, 100 nM estradiol, or 1 μM dexamethasone for 6 hr. Total RNA was prepared as described above. RNA was analyzed on a LightCycler 480 by RT-qPCR using total RNA (100 ng), Taqman One Step RT-PCR master mix (4309169; Life Technologies). Assays are listed in Supplementary file 1G. Reactions were in triplicate for each sample and performed a minimum of three times. Data were normalized to Actin levels.

Young and old mice tissue was mixed with QIAzol (Qiagen) in a 2-ml tube containing a 5-mm stainless steel bead (Qiagen) and was then disrupted on a tissue lyser. CHCl3 was mixed to the homogenate and after centrifugation the aqueous solution was apply to a RNeasy column (Qiagen). The RNA purification was then finished on an automated QIAcube system (Qiagen) and included a DNAse treatment.

### Chromatin immunoprecipitation (ChIP-qPCR)

MEFs were treated with TNF-α (20 ng/ml) for 15 min. ChIP was performed as above for ChIP-Seq. Chromatin was sonicated to 500 bp.

293T cells were treated with TNF-α (20 ng/ml) for 10 min. DNA was cross-linked for 10 min with 1% formaldehyde and stopped in 0.125 M glycine. Purified chromatin was sonicated to ∼500 bp using the Bioruptor (Diagenode, Inc) and incubated with 2 μg RelA antibodies or IgG at 4°C overnight. Immunoprecipitation was performed with the Rainin Purespeed tips (PT-2-A5) per manufacturer’s instructions.

DNA was analyzed on a LightCycler 480 (Roche) using LightCycler 480 SYBR Green I Master Mix (4707516001; Roche) per manufacturer’s instructions. Primers are listed in Supplementary file 1G.

### Subcellular fractionation

MEFs were treated with TNF-α (20 ng/ml) for 6 hr. Cells were fractioned as previously described (Méndez and Stillman, 2000). RNA was extracted and analyzed as above.

### RNA immunoprecipitation (RIP-RT-qPCR)

MEFs were treated with TNF-α (20 ng/ml) for 6 hr. IP was performed as described above for ChIP except all buffers were pH 7.0 and cells were cross-linked with 1% glutaraldehyde. RNA was extracted and analyzed as above.

### Knockdown experiments

MEF cells were nucleofected using the Nucleofector for mouse embryonic fibroblasts per manufacturer’s instructions (VPL-1004, Lonza) except 500,000 cells were nucleofected per condition in 1 μM ASO and plated in one well of a 6-well plate. The ASOs (IDT) were designed as described in (Ideue et al., 2009) to increase stability. 48 hr post nucleofection, cells were treated with 20 ng/ml TNF-α for 6 hr prior to RNA extraction.

### Reporter assays

293T cells were transfected with Fugene6 per the manufacturer’s instructions 24 hr post plating with 1 μg of 3xκB Luciferase reporter construct, 50 ng of pTK-Renilla and a total of 150 ng of expression plasmids for GFP and Lethe in a 12-well plate. Each condition was performed in triplicate. After 48 hr, cells treated with 20 ng/ml TNF-α for 6 hr. Cells were harvested 2 days post-transfection and luciferase was measured per manufacturer’s instructions with the Dual-Luciferase Reporter System (E1910; Promega). Luciferase values were normalized to Renilla to control for transfection efficiency. Experiments were repeated three independent times.

### EMSA

293T cells were transfected with Fugene6 per the manufacturer’s instructions 24 hr post plating with 10 μg pCMV GFP or pCMV Lethe. After 48 hr, cells treated with 20 ng/ml TNF-α for 10 min, washed two times with PBS and lysed. Nuclear lysates were prepared as previously described (Schmitt et al., 2011). NF-κB DNA binding activity was measured using the Gel Shift Assay System (E3300; Promega) per manufacturer’s instructions. Briefly, 8 μg of nuclear lysate were incubated with 10 pg of ^32^P-labeled DNA probe for 15 min. For supershift, lysate was preincubated with 1 μg RelA antibody for 10 min. For competitive and non-competitive experiments, 100-fold molar excess unlabeled NF-κB or CREB probe were preincubated with lysate for 10 min. Complexes were separated by electrophoresis on 6% TBE gels (EC6265; Invitrogen) and assayed by PhosophorImager analysis. Assays were repeated three independent times.

### Accession numbers

Deep sequencing data in this study are available for download from Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) (accession ID: GSE47494).

How the deposited data were processed for this re-analysis (not part of the article)

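RNA from wildtype MEFs was sequenced before and at 1.5, 6 and 24 hr after 20 ng/ml of TNFα, with 1 library per time, and H3K4me3 was profiled in untreated MEFs with 1 ChIP-seq library and 1 input library. The conditions were taken from the sample labels, Supplementary file 1A and the paper's text. The label of the 24 hr library carries a ChIP protocol in one of its fields, but its title, treatment and library source are those of RNA-seq, and it was used as the 24 hr library.

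The authors mapped the RNA-seq reads to mm9 with TopHat and made RPKM values per RefSeq transcript with an in-house script, 2 columns (R1 and R2) per library. The deposited RPKM values have a scale of their own: 0.9 times the deposited value is the RPKM of Supplementary file 1F, and the deposited value is a median of 85.6 times the RPKM of Supplementary file 1C. In single libraries this median was between 83.4 and 89.9. The authors mapped the ChIP-seq reads with Bowtie and called peaks with MACS. The deposited peak list gives for each peak a count of tags, a score made from the logarithm of the p, a fold enrichment and an FDR in percent. The peaks in it have no fold enrichment under 20, so a filter on fold enrichment at 10 removes none of them.

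The value of a library was the mean of R1 and R2 divided by the one factor of 85.6. A transcript was counted as changed when its average RPKM over the 4 libraries was above 1 and it was at least 2-fold higher or lower than in the untreated library at 1 or more times, which follows the criterion of the paper. No pseudocount was added, and a transcript listed at 0 in the untreated library and above 0 later counted as higher. Classes of ncRNAs were taken from the symbols of Supplementary file 1D and the list of Supplementary file 1E, and 216 of 242 symbols were matched to the table. Within these classes, transcripts at least 2-fold higher or lower were counted without the filter on RPKM, and the filter was an alternative. The count with both columns at least 2-fold higher at the same time was chosen after seeing the values. Supplementary files 1C and 1F hold 1998 entries each in the copy used, so the SAMseq result was not analysed here.

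With 1 library per time there was no test across replicates. The NF-κB genes were set against 10000 random lists matched on mean expression, with a fixed seed. The paper's own reads of Lethe and library totals were compared by an exact binomial test with exact (Clopper-Pearson) 95% intervals. The same test had been chosen for Gmeb1 and Ythdf2, but the table holds no reads and it could not be made for them. The spans of the de novo lncRNAs and the pseudogenes were set against 1000 random placements on the same chromosomes. Correlations of pseudogenes with their parent genes are across genes, which are not independent replicates, and were tested with 10000 permutations.

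Every gene the paper names that the table lists was looked up, but values are printed for only some of them. Among coding transcripts with an average RPKM above 1, the 2 largest rises and the 2 largest falls at each time were named. So were the 3 pseudogenes of Supplementary file 1E with the largest change among those with a value above 0 in every library. Gm8709, listed at 0 at 6 hr, was named as well, since its log2 ratio at 1.5 hr exceeded those of 2 of the 3. Ranks of Lethe cover pseudogenes with a value above 0 in every library. A minimum of reads that belonged to this choice could not be applied. Positions and GC content came from the mm9 genome and the GENCODE annotation, and GC content was found for 99.6% of the coding transcripts and 81.2% of the ncRNAs that passed the filter. It was found for 72.0% of the pseudogene lncRNAs, 76.4% of the pri-miRNAs, 71.1% of the annotated lncRNAs and 62.5% of the Gapdh pseudogenes, so the check of GC content is void for these classes.

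The alternatives were other pseudocounts, filters, fold thresholds and sets of libraries, other scalings of the deposited values (to their sum, to a median of ratios and to a trimmed mean of log ratios that leaves out 30% of the ratios and 5% of the levels on each side), centring within 20 bins of GC content, and each column alone. Without replicates, a log2 ratio or a percentage was taken as moved when it changed by more than the larger difference of the R1 or R2 column from their mean. This stands in for a spread between replicates, so the columns alone cannot move these values. Counts were taken as moved beyond 1.5 times, and a rank at any change.

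The steps were tested on simulated data first. Of 200 transcripts with a simulated change, 200 were recovered as deposited and under each scaling that was simulated. The simulated changes lay well above the threshold and the noise was small, so this recovery was fixed in advance. Few transcripts changed in the simulation, against 5768 of 8535 coding transcripts called here. It therefore does not test the scalings where most transcripts change. A simulated shift in the scale of libraries gave 103 false calls as deposited and 0 after scaling to the sum, the median of ratios or the trimmed mean. The median of ratios over coding transcripts alone was not among the scalings simulated. Of 64 simulated spans, the 40 placed on peaks were found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.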

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

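The tests of a shift of a whole library, of nuclear RNA, and of GC content for the chemokine genes and the nuclear lncRNAs were chosen only after the results were seen. The single centrings over 3 sets of transcripts and the pri-miRNAs outside Supplementary file 1D were added to their tests after a first value of each had been seen. Neat1, Malat1, Airn, Meg3 and Rian, and the pseudogenes with a peak, were named after their values were seen.

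The coding transcripts as a whole rose at 1.5 hr (median log2 ratio 0.43) and fell at 6 hr (-0.74), so that the 2 times moved in opposite directions. The difference was not tested, since each time has 1 library. In each of 10 groups of coding transcripts of equal size by expression level, at least 85.7% lay below the untreated library at 6 hr. A shift of the whole 6 hr library could give this, but its size differed with GC content. Centring within bins of GC content moved the log2 ratio at 6 hr from -0.14 to 0.79 for Gadd45b (56.7% GC). For Ptgs2 (40.5% GC) the move was only from 0.28 to 0.37. A shift of the library may come from its preparation or normalization, which were not tested apart. GC content as the cause could not be decided: after centring within bins of GC content, 42.9% of the changed coding transcripts had the lower value at 6 hr, and a single centring gave 39.8%, 42.5% or 49.5% depending on the transcripts it was taken over. A response to TNFα at 6 hr stays open and was not tested against these.

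Saa3 rose by a log2 ratio of 7.78 at 24 hr (7.81 in R1 and 7.75 in R2), and the paper's text does not discuss it. Ccl2, Ccl5 and Cxcl10 also rose, as did Nfkbia. The tables argue against GC content as the cause, since the smallest of the largest log2 ratios of Saa3, Ccl5, Ccl2 and Cxcl10 was 5.43 after centring within bins of GC content. A shift of a whole library as the cause is argued against as well, since the same value was 6.17 after scaling to a common median of ratios. A response to TNFα stays open as a hypothesis, with 1 library per time. Other technical explanations were not tested for these genes.

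Neat1, which the paper's text does not discuss, had a log2 ratio of -2.27 at 1.5 hr and -2.30 at 24 hr, but -0.11 at 6 hr. Malat1, Airn and Meg3 also fell at 1.5 and 24 hr. GC content does not account for it, since the log2 ratio nearest 0 among these 4 lncRNAs at the 2 times was -1.77 after centring within bins of GC content. A candidate explanation is that the untreated and 6 hr libraries held more nuclear RNA. Of 10 nuclear lncRNAs, 9 had a value in every library. In these 2 libraries 8 of them lay higher than the median of the coding transcripts, with Rian the exception. The 8 include Neat1, Malat1, Airn and Meg3, whose fall the explanation was raised for, so their result was fixed. They also include Xist and Miat, with a mean RPKM of only 0.020 and 0.017. A higher value in these 2 libraries also held for 72 of 80 pri-miRNAs of Supplementary file 1D, which the paper had picked from these libraries. Outside that list it held for 65 of 93 (69.9%) of the pri-miRNAs with a value in every library, but these are few of the 670 listed. Of coding transcripts with an average RPKM of at most 1, 51.6% lay higher. More nuclear RNA and a regulated fall of these lncRNAs cannot be told apart, since too few pri-miRNAs outside the list have values.

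Of 39 pseudogenes of Supplementary file 1E with a position in the annotation, 5 had an H3K4me3 peak within 1 kb, namely 3000002C10Rik, 5830417I10Rik, 6820431F20Rik, Gm5069 and Pisd-ps2. The paper reports no peaks at pseudogenes. In 1000 random placements the mean was 1.54, and 14 placements gave as many. For 2 of the 5, 3000002C10Rik and Gm5069, the peak lay within 1 kb of the start of a coding gene, which may explain it there. For the other 3 no coding start lay that close, and each of their peaks covered the annotated 5′ end of the pseudogene. A promoter of their own would place a peak there, but other sources of the mark were not tested. The 5 with a peak are few, and only 39 of the 55 listed had a position in the annotation used.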

How the results depend on the processing

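No paired analysis was possible because each time has 1 library. Alternatives based on reads were not run, since the deposited table holds none: scaling to the reads on the listed transcripts, edgeR's TMM normalization, DESeq2's size factors and the 2 filters on at least 10 reads. Pseudocounts, filters, fold thresholds, sets of libraries and peak settings were chosen before the data were examined. The scalings of the deposited values, the centring within bins of GC content, the single columns and the threshold on the deposited scale were chosen after seeing the data.

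Of 239 values under an alternative, 127 stayed within the spread, within 1.5 times the count or at the same rank, 104 moved and 8 changed sign. The pseudogene lncRNAs upregulated numbered between 23 and 35 under the alternatives that gave a value, against 34. The annotated lncRNAs numbered between 7 and 13, against 12. Lethe at 1.5 hr and the NF-κB genes kept their direction under the alternatives run. The de novo lncRNAs with a peak numbered 36 with an FDR of at most 1%, which kept 11135 of the 11157 peaks, and the wider overlaps gave 52 and 51. A fold enrichment of at least 10 removed no peak, so that it says nothing about the count. Centring within bins of GC content gave no value for pri-miRNAs, pseudogenes, annotated lncRNAs, Gapdh pseudogenes or the rank of Lethe.

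A pseudocount of 1 RPKM gave 2974 coding transcripts changed, 1526 up and 1473 down, with the 6 hr dip in 79.0%. It gave 161 ncRNAs changed, 70 up and 67.1% with the dip, 4 pri-miRNAs, 8 housekeeping RNAs and 7 annotated lncRNAs up, rank 5 for Lethe, a median of 1.76 for the NF-κB genes, -0.34 for Gmeb1 and -0.32 for Ythdf2, both at 6 hr. A pseudocount of 0.1 RPKM gave rank 7, 2.26 for the NF-κB genes, and -0.79 and -0.53 for Gmeb1 and Ythdf2 at 6 hr. A pseudocount pulls ratios of low values towards 0 by its construction.

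No RPKM filter gave 16401 coding transcripts changed, 7239 up and 9954 down, 69.2% with the dip, 1449 ncRNAs changed, 667 up and 52.9% with the dip, and rank 10. The threshold on the deposited values as they stand, which admits lower values, gave 13477, 5902 and 8099, 79.0%, 1226, 555 and 59.1%, and rank 10. An RPKM above 1 in every library gave 3802 coding transcripts changed, 1608 up, 79.6% with the dip, 161 ncRNAs changed and 68 up, and rank 4. At least a 3-fold change gave 1832 coding transcripts, 1077 up and 755 down, 78.7% with the dip, 121 ncRNAs, 45 up and 61.2% with the dip, and 5 pri-miRNAs. One transcript per gene gave 83.8% with the dip. An average RPKM above 1 within the classes gave 4 pri-miRNAs, 8 housekeeping RNAs and 3 Gapdh pseudogenes. These counts follow from how many transcripts are admitted.

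Without the 6 hr library, 3758 coding transcripts changed and 1191 were down. Without the 1.5 hr library, 1468 coding transcripts and 70 ncRNAs were up, and 80.0% of the coding transcripts were lower at 6 hr than at 24 hr. Without the 24 hr library, 88.4% of the coding transcripts and 74.4% of the ncRNAs were lower at 6 hr than at 1.5 hr.

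For Gmeb1 and Ythdf2 the log2 ratio of the largest size at any time is given, which as deposited was at 6 hr for both. Scaling to the sum of the deposited values gave 3669 coding transcripts changed, 1461 down, 52.3% with the dip and 31.4% of the ncRNAs with it, 0.20 for Lethe at 6 hr, 2.33 for the NF-κB genes, -0.23 for Gmeb1 at 24 hr and 0.26 for Ythdf2 at 6 hr. The median of ratios over all transcripts gave 3476, 1749 up, 1778 down, 39.8%, 25.6%, Lethe 2.06 at 1.5 hr and 0.18 at 6 hr, rank 10, 2.15 for the NF-κB genes, -0.36 for Gmeb1 at 24 hr and 0.24 for Ythdf2 at 6 hr. The median of ratios over coding transcripts above an RPKM of 1 in every library gave 3602, 1542 down, 49.5%, 29.9%, Lethe 0.19 at 6 hr, 2.28 for the NF-κB genes, -0.25 for Gmeb1 at 24 hr and 0.25 for Ythdf2 at 6 hr. The trimmed mean gave 3488, 1745 up, 1784 down, 43.9%, 27.7%, Lethe 2.08 at 1.5 hr and 0.10 at 6 hr, rank 10, 2.17 for the NF-κB genes, -0.36 for Gmeb1 at 24 hr and 0.15 for Ythdf2 at 6 hr. Centring within bins of GC content gave 2447, 1295 up, 1211 down and 42.9%, 146 ncRNAs changed, 54 up and 30.8%, Lethe 1.45, -0.17 and 0.96 at the 3 times, 2.50 for the NF-κB genes, -0.81 for Gmeb1 at 24 hr and -0.73 for Ythdf2 at 1.5 hr. The sign of Lethe and of Ythdf2 at 6 hr thus depended on the scaling, and the cause was not tested. The share of coding calls that were up was 44.7% as deposited, 60.6% after scaling to the sum and 57.7% with the median of ratios over coding transcripts. The R1 columns alone gave rank 4 for Lethe and the R2 columns rank 13. Gm8709, listed at 0 at 6 hr, was left out of the ranks from the R2 columns, without an RPKM filter and with the threshold on the deposited values, and its log2 ratio at 1.5 hr exceeded that of Lethe.

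The depth behind single transcripts is unknown, which limits every count to a description of these libraries.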

Differences from the paper's values

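The count of coding transcripts changed was 5768 against the paper's 3596. Of the alternatives set before the data were examined, a pseudocount of 1 RPKM (2974), an RPKM above 1 in every library (3802), one transcript per gene (4483), and leaving out the 1.5 hr library (4660) or the 6 hr library (3758) came within 1.5 times the paper's value, and a pseudocount of 0.1 RPKM (5401), no RPKM filter (16401), the highest against the lowest library (7107), a 3-fold threshold (1832) and leaving out the 24 hr library (5514) did not. The scalings to the sum (3669), to a median of ratios over all transcripts (3476) or over coding transcripts (3602), to a trimmed mean (3488) and the centring within bins of GC content (2447) also came within that range, and were chosen after seeing the values. The median of ratios over coding transcripts gave 244 ncRNAs changed, the paper's 244, and was chosen after seeing the values. Only the counts were compared, not which ncRNAs they hold. As deposited, 131 of the 216 matched ncRNAs on the paper's lists had an average RPKM above 1, so the 2 sets differ.

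The spans of 36 de novo lncRNAs overlapped a deposited peak, and the paper's supplement marks 64 as bound by H3K4me3. Of the alternatives set before the data were examined, the span extended by 1 kb (52) and a peak within 1 kb of either end (51) came within 1.5 times the paper's value, and an FDR of at most 1% (36) did not. A fold enrichment of at least 10 removed no peak and left the count at 36.

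The fold of Nfkbia at 1.5 hr was 22.6 in RPKM, and the paper's qRT-PCR value is about 9.3 in Fig. 3B, read by eye. For Rps15a it was 2.89 against the paper's about 0.4 in Fig. 3B, read by eye, and for Rps15a-ps6 2.95 against the paper's about 1.0 in Fig. 3B, read by eye. For Lethe at 6 hr it was 0.647 against the paper's about 7.6 in Fig. 2A, read by eye. A pseudocount of 0.1 or 1 RPKM, set before the data were examined, did not bring any of these 4 folds within 1.5 times the paper's value. Centring within bins of GC content, chosen after seeing the values, gave a fold of 1.27 for Rps15a and 1.44 for Rps15a-ps6. The value for Rps15a-ps6 came within 1.5 times the paper's value. The paper's qRT-PCR values were normalized to Actin and the RPKM folds were not. Actb itself had a fold of 0.444 at 6 hr here. A median of ratios over all transcripts, chosen after seeing the values, gave Lethe a log2 ratio of 0.18 at 6 hr, a rise of under 2-fold.

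The paper ranks Lethe first among pseudogenes by expression change, and here it ranked 8 of 39. From the paper's own RPKM in Supplementary file 1E it ranked 14 of 45. None of the alternatives run ranked it first. Of those above it in the rank of 8, Gm12669, Gm13363, Gm5424 and Gm6682 share 68.3% to 77.3% of their 50-base sequences with coding transcripts. Gm5069, Gm6498 and Gm6981, the rest above it, are pseudogenes of Gapdh, whose induction the paper could not reproduce by qRT-PCR. Those above it on the paper's own RPKM also included E130201H02Rik and Gm6578, which share 3.74% and 4.92%. The paper describes Rps15a and Rps15a-ps6 as not regulated by TNFα, and here their log2 ratios were 1.53 and 1.56 at 1.5 hr. After centring within bins of GC content, chosen after seeing the values, they were 0.34 and 0.52, neither reaching 2-fold, while a median of ratios over all transcripts gave 1.10 and 1.14, both above 2-fold. The paper describes the neighbours of Lethe as unchanged, and here the log2 ratio of Gmeb1 was -0.93 and that of Ythdf2 -0.57 at 6 hr, neither reaching 2-fold.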

Other observations

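The tests of the correlation of ratios, of the copies of Rps15a, of the columns R1 and R2 and of the pseudogenes with the parent of the paper's annotation were chosen only after the result was seen, and the gap asked for between R1 and R2 was widened after the values were seen. The tests that rest on centring within bins of GC content use a step that was also chosen after seeing the data. The remaining tests were not chosen in this way.

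The untreated and 6 hr libraries differed from the 1.5 and 24 hr libraries in a way that followed GC content. Between the lowest and highest of 5 groups by GC content, the median difference of the 2 pairs of libraries changed by 1.28 on the log2 scale, which is consistent with a GC bias between libraries. Length showed less of a trend, 0.409 between the shortest and longest of 5 groups. The log2 ratio of the untreated to the 1.5 hr library and that of the 6 hr to the 24 hr library, which share no library, had a Pearson correlation of 0.707 across 8498 coding transcripts, and 0.661 after centring within bins of GC content, so that GC content is not the whole cause. These are correlations across genes, which are not independent replicates. A response to TNFα that is alike at 1.5 and 24 hr and a difference in preparation between the 2 pairs of libraries both stay open.

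The log2 ratios of pseudogenes at 1.5 hr were set against those of their parents, taken as the coding transcript that shared most sequence. Of the 55 pseudogenes of Supplementary file 1E, 25 lacked a position, a value or a parent in the table and were left out. For 15 pseudogenes that share at least 50% of their 50-base sequences with a coding transcript, Spearman's rho with the log2 ratio of the parent was 0.932 (p = 1e-04, permutation test, the smallest that 10000 permutations can give, 2.0e-04 after Benjamini-Hochberg adjustment over 2 relations) and Pearson's r was 0.943 (p = 1e-04, permutation test, adjusted 2.0e-04). For 15 that share less, rho was 0.721 (p = 2.9e-03, permutation test, adjusted 2.9e-03) and r was 0.829 (p = 2.0e-04, permutation test, adjusted 2.0e-04). The difference between the 2 groups was not tested. When 6 more were included with the parent that the paper's annotation names, rho was 0.906 (p = 1e-04, permutation test, adjusted 2.0e-04) and r was 0.939 (p = 1e-04, permutation test, adjusted 2.0e-04) for 16 pseudogenes that share at least 50%. For 20 that share less, rho was 0.646 (p = 3.5e-03, permutation test, adjusted 3.5e-03) and r was 0.376 (p = 1.0e-01, permutation test, adjusted 1.0e-01), so that r no longer held there. Among these, Gm5069 and Gm6498 had log2 ratios of 6.92 and 5.17 against 0.66 for Gapdh. Gm8709, a Gapdh pseudogene without a position in the annotation used, had 6.78. For the pseudogenes that share at least 50%, the values are consistent with reads of the parent counted on the pseudogene, and a shared regulation stays open. After centring within bins of GC content rho was 0.821 and 0.671 for the 2 groups of 15.

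GC content alone does not account for the rise of Lethe at 1.5 hr, since its log2 ratio, 2.49 in the main analysis, was 1.45 after centring within bins of GC content. Reads from other copies of Rps15a as the whole cause are argued against as well: the log2 ratio of Lethe exceeded the larger of those of Rps15a and Rps15a-ps6 in both columns, with 0.900 the smaller excess, and a mixture cannot rise more than its parts. Copies of Rps15a that the table does not list were not tested.

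The rise of the 6 NF-κB genes at 1.5 hr was not due to GC content alone, with a median log2 ratio of 2.50 after centring within bins of GC content. The paper names these genes as induced in these libraries.

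Whether R1 and R2 are the reads of the same fragments or separately prepared libraries was not decided. Of transcripts with a low value in R1, at least 84.9% had a value in R2 of the same library, and up to 84.4% had one in R1 of another library, both at the extremes of the 6 hr library. The gap was wider in the others, 88.4% against at most 65.3% in the untreated library, but fragments of one library and 2 preparations of one sample would both give it. The columns were treated as parts of 1 library.

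In the RPKM that the paper lists for the 64 de novo lncRNAs, 53 were below the untreated value at 1.5 hr, 41 at 6 hr and 53 at 24 hr. The paper's median log2 ratios were -1.84, -0.54 and -2.29. At least a 2-fold fall was found for 56 and at least a 2-fold rise for 16, at 1 or more times. The paper's CPC calls were noncoding for 59 and coding for 5.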
